A study of Rattus norvegicus with 158 samples. Its data were reported in "Genomic Models of Short-Term Exposure Accurately Predict Long-Term Chemical Carcinogenicity and Identify Putative Mechanisms of Action" (2014).

How the data were processed

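Transcripts of rat thigh muscle had been measured on Affymetrix RG230_2.0 arrays, 1 array per animal sample, with biotin-labelled material made from polyA RNA of male Sprague-Dawley rats dosed daily by oral gavage. The series describes biological triplicates, so the p-values measure the spread between animals, together with the technical spread of 1 array each. The deposited table holds 1 value per probe set and array on the log2 scale, and per the submitters' processing notes the authors had normalized it by RMA, a method that corrects the background, makes the distributions of the arrays equal and summarises the probes of a probe set. Its version and which arrays were normalized together are not given in the sources used here, and the study's own methods name another normalization, frozen RMA, for its analysis. Values from RMA compress the changes of dim transcripts, and the table carries no detection calls, so the signal over background of a dim transcript is not known. Array medians lay between 5.69 and 5.89.

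Probe sets were named through the platform annotation. Of 31099 probe sets, 57 were array controls, 20826 had 1 gene symbol, 436 had several and 9780 had no gene named here. The 14217 genes tested were each represented by the probe set with 1 symbol and the highest mean over all arrays, and 4525 of them had further probe sets, whose values are given where they ran in the other direction. Gene identifiers matched the current rat gene table for 14167 genes, and 0 symbols needed an update. Groups came from the labels of compound, vehicle and time. For 1 array, the CMC control at 3 d named replicate 3, the title gave 5 d and the other labels 3 d, and it was grouped as 3 d. Replicates are numbered in order of deposit only.

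Each compound was compared with the controls of its own vehicle in 1 linear model with time as a covariate (limma 3.58.1 in R 4.3.3), after the study's methods, which test each compound separately and correct for time. A gene was called at a Benjamini-Hochberg adjusted p of 0.01 or less, over all genes of 1 compound, and a fold of 1.5 or more. Adjusted p values of single genes are limma's, and those of gene lists are from its function camera. Further fits tested the product of time and treatment, the difference between times and between vehicles in controls, and 4 pairs of related compounds directly with time as a covariate. Recurrent genes were those called in 5 or more compounds. Compounds of a vehicle shared their controls, so unchanged groups were simulated 50 times by drawing whole arrays of residuals, without differences between batches or studies, and the controls of each vehicle were also divided in 2 parts, alternate compounds using alternate parts. The overlap of independent lists was taken as n1 × n2 / N per direction, from the calls of each compound among the N genes tested.

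The 32 gene lists, the tests, their thresholds and the alternatives were chosen before the data were examined, apart from those said below or in the closing section to be chosen later. The lists covered muscle atrophy, the glucocorticoid and fasting response, fatty acid oxidation, glycolysis, oxidative phosphorylation, fibre types, denervation, myogenesis, p53, cell cycle, proteasome, ribosome, oxidative stress, xenobiotic metabolism, matrix, interferon, sterols, lipogenesis, stress responses, the circadian clock, immediate early genes, 7 kinds of other cells and 2 other tissues. Camera used a preset correlation of 0.01 between genes, and a list passed at an adjusted p of 0.05 or less over 672 tests of lists and compounds. Some lists were measured in part, with 25 of 46 ribosomal genes and 7 of 13 red blood cell genes having a probe set of their own. The median, mean and test of no passing list differed in sign.

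Genes were named by fixed rules. Per compound, these were the 3 genes with the largest rise and the 3 with the largest fall among called genes that kept their sign with an unadjusted p under 0.05 under the batch block and whose treated arrays all lay on 1 side of the control mean, or 10 each way in the 4 compounds with most such genes. The 20 genes called in most compounds and the 3 largest changes each way of the other comparisons were added. The rule also gave the 4 members with the smallest p of each passing list, 1112 members for 278 lists. After their values were seen, these were limited to compounds with vehicle controls in their batches and to lists that also passed in the same direction with the block and had at least 2 called members.

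The labels gave 7 dates of RNA extraction and 26 of hybridization. Extraction batch entered as a fixed block in 1 fit of all arrays, with terms for compound, vehicle, time and batch. Comparisons were repeated within the batches that held both treated and control arrays and, for the 8 compounds with none, against the arrays of other compounds in the same batches. Hybridization dates fell into 2 periods parted by 35 d, with 104 and 54 arrays, and 2 controls in the later one. Titles open with a code, taken as the study in which the animals were dosed, of which there were 26. Study was fitted as a random block, and 4 compounds were compared with vehicle controls of their own study. Both were added after the data were seen. Other alternatives were extraction batch as a random block, 1 fit of all arrays without batch, genes above the median level, all probe sets, the methods' t-test corrected for time, quantile normalization again, the Gapdh 3' minus 5' difference as a covariate, and leaving out each array in turn. Fits without 3 arrays of high Gapdh difference were added after the data were seen. The methods' t-test was counted at the study's threshold, which is on adjusted values, and so after Benjamini-Hochberg adjustment.

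Principal components were computed on all genes, centred and not scaled, and 5 components were tested against 5 labels with 100000 permutations. Single values per array were compared by exact 2-sided permutation tests within each time, or with 100000 permutations of residuals under the block. The scripts were tested on simulated data with the real means and spreads of 14217 genes. With 4 treated and 18 control arrays, as for Dicyclomine, 43.3% of genes changed 1.5-fold, 89.6% of those changed 2-fold and 95.5% of those changed 3-fold were called, and as for Atenolol, with 6 and 12 arrays, 43.3%, 92.5% and 97.0%. For the time interaction, 72.5% of genes changed 3-fold were called in the design of Dicyclomine. When batch shifts were added in the design of Atenolol, 2819 unchanged genes were called without the block and 3 with it, where 92.5% of genes changed 3-fold were called. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.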

Results

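Transcript levels in rat thigh muscle, a skeletal muscle, were measured on 1 array per animal sample. Of the arrays, 122 came from male Sprague-Dawley rats given 1 of 21 compounds daily, and 36 came from rats given the vehicle alone. Muscle was taken after 3 d or 5 d, which gave 47 groups. Each compound had 6 arrays, 3 per time, except Dicyclomine with 4, Glyburide with 5 and Paroxetine with 5. The controls were 12 arrays for the vehicle CMC, 18 for Water and 6 at 5 d for a mixture named CMC/SDS/Povidone. Each compound was given at 1 dose, from 47 mg/kg for Dexchlorpheniramine to 2500 mg/kg for Gabapentin. Deposited log2 values ran from 2.97 to 14.75. Correlations between arrays lay between 0.860 and 0.996, and no 2 arrays were identical. The number of arrays limited the precision of every comparison.

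RNA had been extracted on 7 dates, named here as batches A to G. Vehicle controls lay in batches A, B, C and E only, and all 30 arrays of batch D were treated. Atenolol, Buspirone, Chlorpropamide, Flunarizine, Glyburide, Guanethidine, Levosulpiride and Pentoxifylline, all given in CMC, had no CMC control in their batches. The other 13 compounds shared at least 1 batch with their controls. Codes in the titles, taken here as studies of live animals, put each compound in 1 study. Controls of its own vehicle and study were present for Dicyclomine (4), Trimethadione (4), Dexchlorpheniramine (2) and Sulpiride (1), and for the other 17 compounds study and compound cannot be told apart. RNA quality was read from Gapdh, a glycolytic enzyme whose 3' and 5' ends have control probe sets. The mean 3' minus 5' difference of Gapdh was 0.489 ± 0.557 (log2, SD, n = 30) in batch D and 0.192 ± 0.0419 (SD, n = 36) in the controls. It exceeded 1 on 3 arrays, at 3.02 in Glyburide, 1.58 in Chlorpropamide and 1.26 in Atenolol.

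The principal components addressed which labels went with the main variation between arrays. Adipoq and Plin1, genes of fat cells, and Mgst1 and Prkar2b had the highest positive weights on component 1. Fmod and Tnmd, genes of tendon, had the lowest weights there, with Rcan1 and Hk2. On component 2, Asb11 and Sumf2 lay at the positive end, and Ccl21 and Cfd at the negative end. Component 1 held 14.0% of the variance and component 2 held 10.2%. Compound explained 61.1% of component 1, against 13.4% under permuted labels, and extraction batch explained 59.9%, against 3.81%. Hybridization period explained 45.8%, against 0.638%. Vehicle explained less of it (permuted 1.27%, permutation p = 0.000130, adjusted p = 0.000464). Compound, batch and period each had a permutation p of 1e-05 (adjusted p = 5e-05 over 25 tests), the smallest that the permutations could give. Compound added 8.68% to component 1 beyond batch. Time explained 0.144% of it (permutation p = 0.638, adjusted p = 0.694). Batch D had a mean score of 22.8 ± 14.3 (SD) on component 1, and batches A, B and C had means of -7.50, -5.90 and -8.50.

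**Figure D1:**
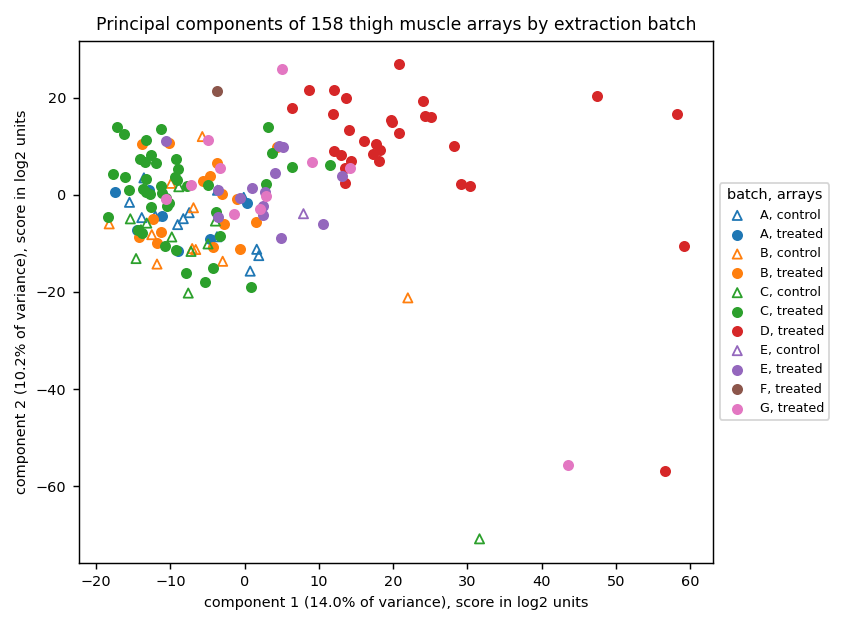
Scores of all arrays on component 1 (x axis) and component 2 (y axis), both in log2 units, coloured by extraction batch, with open triangles for controls and filled circles for treated arrays. Batch D, with a mean of 22.8 on component 1, lies to the right of most arrays of batches A, B and C.

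Which transcripts responded to each compound was asked by comparing treated rats with controls of the same vehicle. Of 14217 genes, 2315 were called in at least 1 compound. A called gene had an adjusted p of 0.01 or less and a fold of 1.5 or more (limma). Among compounds with controls in their own batches, Dicyclomine changed most genes, 802, followed by Etidronate with 352, Losartan with 115 and Paroxetine with 97. With extraction batch as a block in 1 fit of all arrays, the counts were 586, 373, 109 and 49. Within the batches that held both treated and control arrays, they were 0, 142, 78 and 1. Of the compounds with no control in their batches, Levosulpiride changed 778 genes, Atenolol 747, Guanethidine 667, Glyburide 583 and Chlorpropamide 451. With the block, these 5 counts were 1, 5, 47, 4 and 4.

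**Figure D2:**
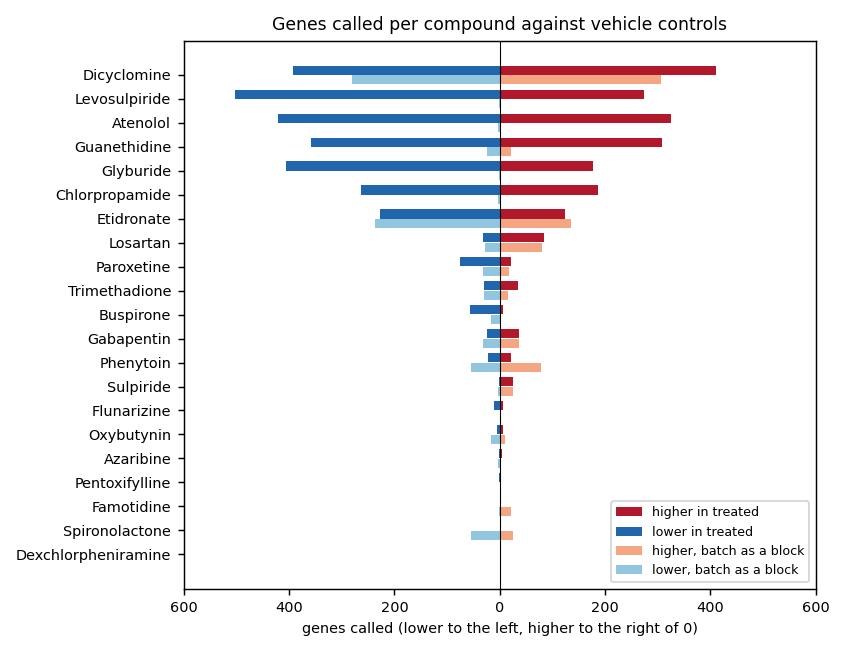
Genes called per compound (y axis), with the number called lower drawn to the left of 0 and the number called higher to the right (x axis, genes), without and with extraction batch as a block. The bars of Dicyclomine (802 and 586 genes) are long in both fits, and those of Levosulpiride (778 and 1) in the fit without the block.

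Dicyclomine, an antimuscarinic drug given at 645 mg/kg, lowered Nmrk2, a nicotinamide riboside kinase of muscle, by 4.23 ± 0.53 (log2, SE, n = 4 against 18, limma adjusted p = 1.83e-05). Changes throughout are treated minus control on the log2 scale. Apln, which encodes the peptide apelin, changed by -2.86 ± 0.29, Slc41a3 by -2.75, Nrep by -2.60 and Tfrc, the transferrin receptor, by -2.02. Mt2A, a metallothionein, rose by 3.25 ± 0.46 (adjusted p = 5.4e-05), Gpnmb by 3.08, Sln, a regulator of the calcium pump of the sarcoplasmic reticulum, by 2.74, and Pnpla7 by 2.57. Pnpla2, the adipose triglyceride lipase, rose by 2.12, and G0s2, an inhibitor of that lipase, changed by -1.99. Art5, Cidea, Snx10, Chac1 and Gas5 rose by 2.08 to 2.30, and LOC102553868, Lum, Rig1 and Tceal5 changed by -2.35 to -1.96. All 4 treated arrays lay on the same side of the control mean for each of these genes. The naming rule required this, and the same sign with the block, of the largest changes in each compound. Neither is therefore separate evidence, here or below.

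The proteasome genes rose together under Dicyclomine. Of 30 measured members, 26 were called higher, and also 26 when adjusted over the list alone, with a median of 0.78 (log2). Psmd3, Psmd2, Psmd8 and Psma1 rose by 1.23, 1.17, 1.17 and 0.79. The list had an adjusted p = 2.73e-23 (camera), and adjusted p = 0.321 with an estimated correlation. In the muscle atrophy list, 7 of 18 members were called higher (7 adjusted over the list alone), among them Eif4ebp1, a repressor of translation (1.89), Ctsl, a lysosomal protease (1.52), Sqstm1, an autophagy receptor (1.02), and Bnip3 (0.84), with adjusted p = 6.12e-06 and adjusted p = 0.314 with an estimated correlation. Oxidative phosphorylation genes fell, 8 of 37 called lower (8 adjusted over the list alone), including Ndufb5 (-0.90), Cyc1 (-0.75), Ndufs3 (-0.68) and Sdhc (-0.66), with adjusted p = 1.17e-15 and adjusted p = 0.415 with an estimated correlation. The antioxidant genes Gsr, Nqo1, Gstm1 and Txn1 rose by 1.56, 1.22, 1.09 and 0.75, and 5 of 21 genes of that list were called higher (6 adjusted over the list alone, adjusted p = 0.399 with an estimated correlation). Txn1 was above the control mean on 3 of 4 arrays. Hbb and Alas2, genes of red blood cells, changed by -1.75 and -1.43. Slc25a37 was at -0.082 (adjusted p = 0.727), or 0.025 without the 3 d replicate 2 and 0.058 against controls of its study, and Bpgm at -0.30 (adjusted p = 0.125).

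Some genes of dividing cells fell under Dicyclomine, with 9 of 32 cell cycle genes called lower (10 adjusted over the list alone, adjusted p = 0.338 with an estimated correlation). Top2a, a topoisomerase, fell by 1.35, Cdk1, a kinase that drives mitosis, by 1.30, and Racgap1 and Ccna2 were at -1.22 and -0.95. Over genes above the median level this list was in the other direction, with adjusted p = 0.903. Matrix genes fell too, 11 of 40 called lower (20 adjusted over the list alone, adjusted p = 0.462 with an estimated correlation), with the proteoglycan Lum at -2.02, Loxl2, an enzyme that links collagens, at -1.74, and the collagens Col15a1 and Col4a1 at -1.11 and -0.91. Of 21 lipogenesis genes, 2, Lpin1 (-0.71) and Pnpla3 (-0.83), were called lower (2 adjusted over the list alone, adjusted p = 0.638 with an estimated correlation).

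In total Dicyclomine raised 410 genes and lowered 392. With the block, 586 genes were called, 527 of them in both fits, and Nmrk2 changed by -3.85 and Mt2A by 2.81. Its arrays all lay in batch B, where the comparison with Water controls called 0 genes (limma), although all 802 kept their sign and 772 had an unadjusted p under 0.05. Against the 4 Water controls of its own study, limma called 0 genes, 2615 had an unadjusted p under 0.05, and of the 802 genes 697 kept their sign with such a p. The count was 1217 without the 3 d replicate 2 and 430 without the 5 d replicate 2.

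Etidronate, a bisphosphonate given at 1005 mg/kg, raised Nr4a3, an orphan nuclear receptor, by 3.94 ± 0.59 (log2, SE, n = 6 against 18, adjusted p = 0.000142). Ddit4, an inhibitor of the mTOR pathway, rose by 3.37 ± 0.46, Arrdc2 by 3.29 ± 0.29 and Chac1, which degrades glutathione, by 3.18 ± 0.34. Apln, Slco4a1, Cdkn3, Sox4 and Egr1 changed by -2.14, -1.95, -1.96, -1.69 and -1.62, and Ccnd1, a cyclin, by -1.49 ± 0.13 (adjusted p = 9.06e-08). Slc25a25, Tmem252, Mt2A, Pfkfb3, Errfi1 and Zfp36 rose by 2.13 to 2.50, and Atp1b4, Lum, Lpar6 and Gatm changed by -1.65 to -1.51. All 6 treated arrays lay on the same side of the control mean for each, as the naming rule required. Another probe set of Sox4 gave 0.10, and another of Gatm gave 0.053.

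Genes of the glucocorticoid and fasting response rose under Etidronate, with 14 of 23 members called higher (15 adjusted over the list alone) and a median of 1.11. Klf15 and Klf9, transcription factors, rose by 1.29 and 0.94, Map3k6 by 0.99 and Sesn1 by 0.90. The list had an adjusted p = 1.12e-19, and adjusted p = 0.0322 with an estimated correlation. Foxo1, Foxo3, Eif4ebp1 and Trim63, a ubiquitin ligase of muscle, rose by 1.10, 0.83, 0.97 and 0.86, and 5 of 18 atrophy genes were called higher (6 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation). Sterol biosynthesis genes fell, 6 of 19 called lower (7 adjusted over the list alone), with Idi1 at -1.35, Cyp51 at -1.21, Sqle at -0.81 and Nsdhl at -0.59, adjusted p = 3.97e-06 and adjusted p = 0.307 with an estimated correlation. Cell cycle genes fell, 9 of 32 called lower (11 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation), with Cdk1, Top2a and Racgap1 at -1.39, -1.16 and -1.15. Matrix genes fell as well, 14 of 40 called lower and 1 higher (18 and 1 adjusted over the list alone, adjusted p = 0.510 with an estimated correlation), with Col6a1 at -0.87 and Nid1 at -0.67, while another probe set of Nid1 gave 0.005. Pdk4, a kinase that restrains glucose oxidation, rose by 1.56 and Ehhadh by 1.11, with 3 of 31 fatty acid oxidation genes called higher and 1 lower (4 and 1 adjusted over the list alone, adjusted p = 0.462 with an estimated correlation). Myod1 and Igf1, genes of muscle growth, changed by -1.23 and -0.87, the 2 called of 16 myogenesis genes (2 adjusted over the list alone, adjusted p = 0.628 with an estimated correlation). Gstm2, a glutathione transferase, and Tiparp, a target of the aryl hydrocarbon receptor, rose by 1.48 and 1.05, the 2 called of 19 xenobiotic genes (2 adjusted over the list alone, adjusted p = 0.324 with an estimated correlation).

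Etidronate raised 124 genes and lowered 228. With the block 373 genes were called, 296 of them in both fits, and within shared batches 142. The count was 220 without the 3 d replicate 1.

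Losartan, an angiotensin receptor blocker given at 1000 mg/kg, raised Nr4a3 by 4.47 ± 0.57 (log2, SE, n = 6 against 18, adjusted p = 3.73e-05), Ddit4 by 3.04 ± 0.44 and Arrdc2 by 2.88 ± 0.30, on all 6 treated arrays as the rule required. Sox4, Trib2 and Jun changed by -1.37, -1.23 and -1.23, while another probe set of Sox4 gave 0.028. Of the glucocorticoid and fasting genes, 11 of 23 were called higher (15 adjusted over the list alone), with Per1, a clock gene, at 1.71, Map3k6 at 1.28, Klf15 at 0.89 and Klf9 at 0.79. That list had an adjusted p = 2.1e-26, and adjusted p = 0.00480 with an estimated correlation. Foxo1 and Foxo3, transcription factors of atrophy, rose by 1.07 and 0.78, the 2 called of 18 atrophy genes (2 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation). Of the circadian clock genes, 4 of 18 were called higher and 1, Bmal1 (-0.65), lower (7 and 1 adjusted over the list alone, adjusted p = 0.607 with an estimated correlation). Of the cell cycle genes, 3 were called lower (6 adjusted over the list alone, adjusted p = 0.311 with an estimated correlation), with Cdk1 at -0.94 and Racgap1 at -0.86. Losartan raised 84 genes and lowered 31, and 109 were called with the block and 78 within shared batches.

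Gabapentin, an anticonvulsant given at 2500 mg/kg, raised Arrdc2 by 2.98 ± 0.32 (adjusted p = 1.46e-05), Chac1 by 2.22 ± 0.35 and Tmem252 by 2.05 ± 0.28, on all 6 treated arrays. Rrad, G0s2 and Dusp10, a phosphatase of stress kinases, changed by -1.77, -1.76 and -1.38. Of the glucocorticoid and fasting genes, 3 of 23 were called higher (9 adjusted over the list alone), with Map3k6 at 1.05, Klf9 at 0.78 and Klf15 at 0.68, adjusted p = 1.34e-13 and adjusted p = 0.117 with an estimated correlation. Pdk4 and Ucp3, genes of fatty acid use in muscle, rose by 1.91 and 1.33, the 2 called of 31 in that list (4 adjusted over the list alone, adjusted p = 0.664 with an estimated correlation). In the atrophy list 2 of 18 were called higher (2 adjusted over the list alone, adjusted p = 0.321 with an estimated correlation), with Foxo1 at 0.85 and Foxo3 at 0.65. Among immediate early genes, Klf4 and Rgs2 changed by -1.14 and -0.61, and 2 of 25 were called lower (2 lower and 1 higher adjusted over the list alone, adjusted p = 0.592 with an estimated correlation). Gabapentin raised 36 genes and lowered 25, and 68 were called with the block and 38 within shared batches. The count was 29 without the 3 d replicate 2.

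Trimethadione, an anticonvulsant, changed the clock genes Dbp by 2.13 ± 0.17, Per3 by 1.93 ± 0.13 and Bmal1 by -1.58 ± 0.14 (log2, SE, n = 6 against 18, adjusted p = 1.63e-07), and raised Chac1 by 2.63. Nmrk2 fell by 2.66 ± 0.23. Of 32 cell cycle genes 3 were called lower in Trimethadione (9 adjusted over the list alone, adjusted p = 0.311 with an estimated correlation), with Racgap1 at -0.97, Top2a at -0.93 and Cdk1 at -1.12, and over genes above the median level that list was in the other direction, with adjusted p = 0.822. Alas2, the haem synthesis enzyme of red blood cells, and the globin Hbb were at -0.95 and -1.21, the 2 called of 7 red blood cell genes (2 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation), with Epb42 at -0.16 (adjusted p = 0.150) and Slc4a1 at -0.12 (adjusted p = 0.390).

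Paroxetine, an inhibitor of serotonin uptake, raised Nr1d1, a repressor in the clock, by 1.78 ± 0.26 and Per3 by 1.85 ± 0.22, and changed Npas2 by -1.71 ± 0.21 (n = 5 against 18, adjusted p = 0.000162). Some of its matrix and sterol genes fell, with Lum at -1.57, Serpinh1 at -0.85, Idi1 at -1.03 and Cyp51 at -1.03. Of 40 matrix genes, 4 were called lower (19 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation), and of 19 sterol genes 3 (5 adjusted over the list alone, adjusted p = 0.342 with an estimated correlation). Among cell cycle genes 3 of 32, Top2a (-0.90), Racgap1 (-0.96) and Cdk1 (-1.10), were called lower (7 adjusted over the list alone, adjusted p = 0.437 with an estimated correlation). Phenytoin, an anticonvulsant, raised Gstm2, a glutathione transferase, by 1.41 ± 0.21 and Art5 by 1.27, and changed Apln by -1.79, Tuba4a by -1.38 and Prc1 by -1.34 (n = 6 against 18). The cell cycle genes Cdk1, Mki67 and Top2a changed under Phenytoin by -1.14, -1.23 and -0.96, and 5 of 32 were called lower (10 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation). Of its 18 clock genes 3, Per3 (1.08), Nr1d1 (1.22) and Nr1d2 (0.96), were called higher (5 higher and 1 lower adjusted over the list alone, adjusted p = 0.633 with an estimated correlation). For each gene named by its own value in Paroxetine and Phenytoin, the treated arrays all lay on the same side of the control mean.

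Trimethadione changed 65 genes, 35 up, with 45 called under the block and 2 within shared batches. Against the 4 controls of its study 1 gene was called, and 47 of the 65 kept their sign with an unadjusted p under 0.05. The count was 31 without its 3 d replicate 3 and 99 without the Water control 5 d replicate 9. Paroxetine had 97 called genes, 22 up, then 49 and 1. It had 27 without its 5 d replicate 2 and 162 without the Water control 5 d replicate 4. Phenytoin had 45, 22 up, then 134 and 0. It had 6 without its 3 d replicate 2 and 80 without its 5 d replicate 3. Within shared batches 64 of 65, 97 of 97 and 45 of 45 genes kept their sign with an unadjusted p under 0.05.

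Oxybutynin, an antimuscarinic drug, raised Srebf1, a regulator of lipid synthesis, by 1.26 ± 0.20 and changed Ucp3 by -1.46 ± 0.20 and Top2a by -1.11 ± 0.16 (log2, SE, n = 6 against 18). Selenbp1, Adhfe1 and Cdkn1c changed by 1.02, 0.99 and -0.94. Sulpiride, a dopamine receptor antagonist, raised Fkbp5, a glucocorticoid-induced cochaperone, by 2.25 ± 0.30 (n = 6 against 12, adjusted p = 0.00223), Fmo2 by 1.92 and Rhobtb1 by 1.53, and changed Wsb1 by -0.94. Mt2A and Klf9 rose by 1.33 and 0.72, and 3 of 23 glucocorticoid and fasting genes were called higher (7 adjusted over the list alone, adjusted p = 0.307 with an estimated correlation). Azaribine, a pyrimidine antimetabolite, changed Hbb and Hba-a3, globins of red blood cells, by -1.89 ± 0.16 and -1.40, and raised Gadd45g, Tmem252 and Kcna5 by 1.71, 1.42 and 1.37. Famotidine, a histamine receptor blocker, raised Pim3, a kinase, by 1.17 ± 0.14 (adjusted p = 0.00115, 6 of 6 arrays). The counts of called genes were 12 for Oxybutynin, 26 for Sulpiride, 6 for Azaribine and 1 for Famotidine. They were 26, 29, 4 and 24 with the block and 0 in each within shared batches (limma), where 12, 26, 5 and 1 of these genes kept their sign with an unadjusted p under 0.05. For Azaribine that comparison had 1 treated array. For Sulpiride 15 genes were called against the 1 control of its study.

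Removing 1 array moved these small counts. Without the CMC control 5 d replicate 5, the count was 53 for Sulpiride and 6 for Famotidine. Without 1 treated array, it was 4 for Sulpiride (3 d replicate 1) and 5 (5 d replicate 2) or 21 (3 d replicate 3) for Oxybutynin. For Azaribine it was 3 (3 d replicate 2) or 2 (5 d replicate 1 or 2).

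Dexchlorpheniramine, an antihistamine, and Spironolactone, a blocker of the mineralocorticoid receptor, had no called gene. For Dexchlorpheniramine, limma called 0 genes, 1063 genes had an unadjusted p under 0.05, and the methods' t-test called 0. For Spironolactone these numbers were 0, 2579 and 0. With the block, Dexchlorpheniramine had 0 called genes and Spironolactone 80, and within shared batches 1 and 2. Against the 2 controls of its study, Dexchlorpheniramine had 0 called genes (limma) and 692 at an unadjusted p under 0.05. The Dexchlorpheniramine count was 1 without its 5 d replicate 1 or the Water control 3 d replicate 3. The Spironolactone count was 11 without its 5 d replicate 1.

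Guanethidine, a blocker of sympathetic nerve endings given at 132 mg/kg, changed clock genes. Dbp, a transcription factor driven by the clock, rose by 2.72 ± 0.12 (log2, SE, n = 6 against 12, adjusted p = 5.83e-11), Per2 by 2.14 ± 0.22, Per3 by 2.05 ± 0.15 and Nr1d2 by 1.51 ± 0.12. Bmal1 and Npas2 changed in the opposite direction, by -2.66 ± 0.18 and -2.24 ± 0.16. Against the other compounds of the same extraction batches, Dbp differed by 2.00, Per2 by 1.68, Npas2 by -1.61, Bmal1 by -1.57, Nr1d2 by 0.68 and Per3 by 0.77. Ppl, Rhobtb1, Nrip1 and Zc3h6 rose by 1.37 to 1.66, and Wsb1 and Slco4a1 changed by -1.73 and -1.85. Col1a1 and Mfap4, matrix genes, changed by -1.83 and -1.63, and against the other compounds by -0.47 and 0.15. Other probe sets of Per2 and Per3 gave -0.059 and -0.032. Guanethidine raised 309 genes and lowered 358, and 47 were called with the block, 35 of them in both fits. Against the other compounds 15 genes were called, 13 of them also against vehicle.

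Atenolol, a beta blocker given at 1000 mg/kg, raised Arrdc2 by 2.02 ± 0.51, Fmo2, a flavin monooxygenase, by 1.98 ± 0.36 and Fkbp5 by 1.57 ± 0.34 (log2, SE, n = 6 against 12), and changed Mfap4 by -2.20 ± 0.47, Angptl2 by -1.94, Bhlhe40 by -1.87 and Col6a2, a collagen, by -1.68. Against the other compounds of batch D, where all its arrays lay, Arrdc2 differed by 1.35, Fmo2 by 0.83, Fkbp5 by 0.83, Mfap4 by -0.51, Angptl2 by -0.40 and Col6a2 by -0.10. Asb11, Myrip, Nxpe1, Nubpl, Cd1d1, Iqub and Spidr rose by 1.23 to 1.64, and Tnfrsf21, Mest, C8h11orf54, Ppic, Phkg1 and Serpinh1 changed by -1.84 to -1.65, with -0.081 for Serpinh1 and -0.08 for C8h11orf54 against the other compounds. Another probe set of C8h11orf54 gave 0.32. Of the 747 called genes, 325 rose, 5 genes were called with the block and 0 against the other compounds (limma), where 101 kept their sign with an unadjusted p under 0.05. The count was 468 without its 5 d replicate 2 or 3.

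Levosulpiride raised Per3 by 1.29 ± 0.12, Lrrn4 by 1.35 and Crot by 1.19, and changed Klf2, a transcription factor of vessels, by -1.92, Mfap4 by -1.87 and Hbb by -1.85 (n = 6 against 12). Against the other compounds of its batches, Per3 differed by -0.20, Klf2 by -0.73 and Mfap4 by -0.045, and another probe set of Crot gave -0.26. Glyburide, a sulfonylurea, changed Bmal1 by -2.34 ± 0.20 and Dbp by 2.12 ± 0.23 (n = 5 against 12), and raised Per3 by 1.98 and Ppl by 1.60, while Nfil3 and Xirp1 changed by -1.81 and -1.95. Against the other compounds Bmal1 differed by -1.06 and Dbp by 1.23. Chlorpropamide, a sulfonylurea, raised Nxpe1, Fmo2 and Iqub by 1.45 to 1.63, and changed Scd2, a desaturase, by -1.84, Mest by -1.77 and C8h11orf54 by -1.73, where another probe set gave 0.044. With the other compounds as reference Nxpe1, Fmo2 and Iqub differed by 0.46, 0.31 and 0.47, and Scd2, Mest and C8h11orf54 by -0.78, -0.68 and -0.13. Buspirone, an anxiolytic, changed Cdkn3 by -1.43, Prrc2a by -1.55 and Col6a2 by -1.39, and raised Dbp, Nr1d2 and Gadd45b by 0.82 to 0.99, where that reference gave -0.71, -0.34 and -0.38, and 0.18, 0.12 and 0.34. Flunarizine, a calcium channel blocker, raised Kcna5, Per3 and Nr1d2 by 0.92 to 1.32, and against that reference these differed by 0.43, 0.35 and 0.10.

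Levosulpiride raised 275 genes and lowered 503, Glyburide 177 and 406, and Chlorpropamide 187 and 264. The highest Gapdh 3' minus 5' difference of a single array was 0.460 in Guanethidine, 0.384 in Levosulpiride and 0.278 among controls. Against the other compounds of their batches Levosulpiride, Glyburide and Chlorpropamide each had 0 called genes (limma), and 50, 163 and 18 genes kept their sign with an unadjusted p under 0.05. Buspirone had 62 called genes, 18 with the block and 0 against the other compounds (18 with their sign and an unadjusted p under 0.05). Flunarizine had 17, 0 and 1, and Pentoxifylline, a phosphodiesterase inhibitor, 2, 0 and 0. Under the block, 5 of the Flunarizine genes and 0 of the Pentoxifylline genes kept their sign with an unadjusted p under 0.05, and the methods' t-test, without it, called 15 and 0. Without 1 array, the Glyburide count was 331 (3 d replicate 2), and the Chlorpropamide count was 295 (3 d replicate 1) or 262 (5 d replicate 2). It was 1 for Buspirone (3 d replicate 1) and 8 for Flunarizine (3 d replicate 2). For Pentoxifylline it was 0 without its 3 d replicate 2 or its 5 d replicate 1 or 3, and 7 without the CMC control 5 d replicate 5.

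The study's interest in genes that respond to many compounds was followed by counting the genes called in 5 or more of the 21 compounds. The clock genes Per3 and Nr1d2 rose in most compounds, 14 each, with log2 changes over all compounds of 0.40 to 2.05 and 0.27 to 1.51. Bmal1 and Nfil3, which peak at the opposite phase, fell in 10 and 8, and Dbp rose in 7. Top2a, Cdk1 and Prc1, genes of dividing cells, fell in 12, 9 and 8 compounds, with changes of -1.35 to -0.38 for Top2a. Serpinh1, a collagen chaperone, and Irs1, an insulin receptor substrate, fell in 9 and 9, of which 4 and 1 had controls in their own batches. Wsb1 fell in 10, and Tuba4a, Slc16a9 and Ddx3x-ps1 in 8 each. Gadd45b rose in 9, and Fmo2, Dusp7, Klf9 and Tbc1d8 in 8 each, with 0.30 to 1.98 for Fmo2. Irf2bp2 rose in 2 and fell in 6. Another probe set of Per3 gave -0.19 to -0.022 in Flunarizine, Glyburide, Guanethidine, Levosulpiride and Losartan. With the block, Per3, Nr1d2, Dbp, Bmal1 and Nfil3 were called in 10, 12, 5, 4 and 1 compounds, Top2a, Cdk1 and Prc1 in 13, 10 and 11, Serpinh1, Irs1, Wsb1, Tuba4a, Slc16a9 and Ddx3x-ps1 in 1, 1, 6, 3, 3 and 0, and Gadd45b, Fmo2, Dusp7, Klf9, Tbc1d8 and Irf2bp2 in 2, 7, 3, 5, 3 and 4. With divided controls Gadd45b was called in 0, and 0 of the Ddx3x-ps1 calls were in compounds with controls in their batches.

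In all, 233 genes, or 1.64% of those tested, were called in 5 or more compounds, 65 of them called higher in at least 5 and 164 called lower in at least 5. With the block 36 genes were, 19 of them in both counts, and over the 13 compounds with controls in their batches 22. Unchanged groups simulated against the same controls gave 0 such genes in each of 50 draws, which carried no difference between extraction batches or studies and so set no chance level for them. With the controls of each vehicle divided between alternate compounds, 30 genes were counted, all among the 233.

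**Figure D3:**
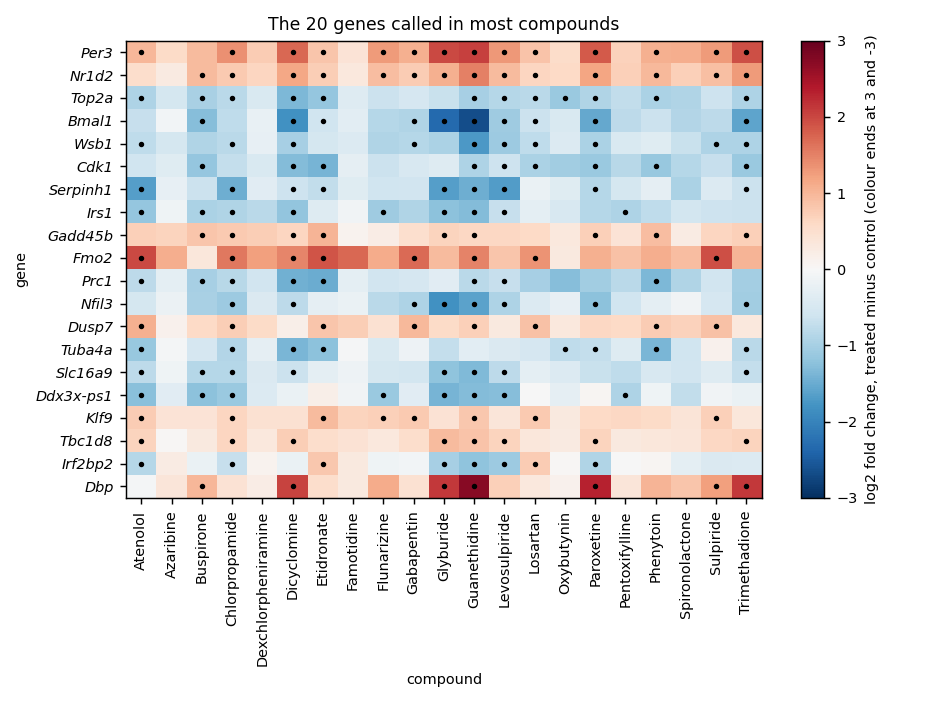
Log2 fold change against vehicle controls (colour) of the 20 genes called in most compounds (y axis, genes) in each compound (x axis), with a black point where the gene was called. Per3 and Nr1d2 have points in 14 compounds each, all in the colour of higher values.

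A clock score was defined as the mean of Dbp, Tef, Hlf, Nr1d1, Nr1d2 and Per3 minus the mean of Bmal1, Npas2, Clock and Nfil3. It was built after Per3, Nr1d2, Bmal1, Nfil3 and Dbp had been seen to recur, so it describes these genes and does not test them. The score differed from that of controls by 3.15 (log2) in Guanethidine, 2.60 in Glyburide, 2.46 in Paroxetine, 2.23 in Trimethadione and 2.06 in Dicyclomine. The smallest differences were 0.30 in Azaribine and 0.41 in Famotidine. With the block the differences were 3.03 in Guanethidine, 2.24 in Paroxetine and 0.42 in Famotidine. Against controls of the same study they were 2.17 in Trimethadione, 2.10 in Dicyclomine, 1.18 in Sulpiride (1 control) and 0.12 in Dexchlorpheniramine, where all controls gave 0.53.

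**Figure D4:**
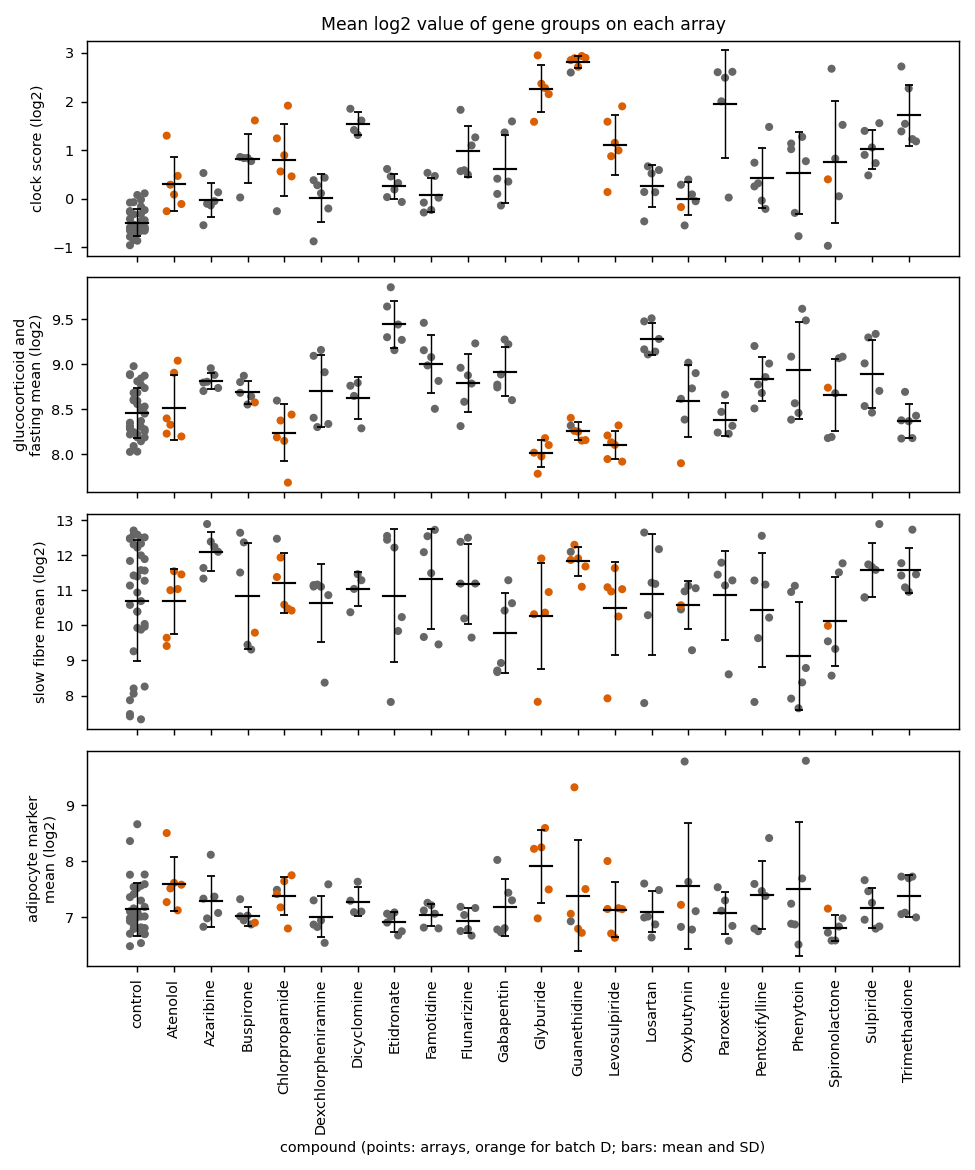
Clock score and mean log2 values of the glucocorticoid and fasting, slow fibre and adipocyte lists on each array (y axes, log2) by compound (x axis), with orange points for batch D and bars for mean and SD. The mean clock score of Guanethidine lies 3.15 above that of its controls.

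Gene lists for muscle, its stress responses and its other cell types were tested in each compound (camera). The cell cycle list passed as lower in 20 compounds of 21, where Top2a was called lower in 12, Cdk1 in 9 and Racgap1 in 7, with member calls 54 lower, in the list alone 104 lower (adjusted over its members only), each summed over the compounds that passed (smallest adjusted p = 0.307 with an estimated correlation). The extracellular matrix list passed as lower in 20 compounds, with Serpinh1 called lower in 9 (member calls 108 lower and 1 higher, in the list alone 211 lower and 1 higher, smallest adjusted p = 0.307 with an estimated correlation). In the 8 compounds with no control in their batches the median change of the matrix list was -0.72, and against other compounds of the same batches it was -0.038. The glucocorticoid and fasting list passed as higher in 12 compounds and as lower in 2, with Klf15 called higher in 7 (member calls 4 lower and 33 higher, in the list alone 5 lower and 59 higher). With an estimated correlation that list passed in Etidronate (adjusted p = 0.0322) and Losartan (adjusted p = 0.00480), and no other list passed in any compound. The fatty acid oxidation list passed as higher in 12 compounds and as lower in 1 (member calls 2 lower and 11 higher, in the list alone 3 lower and 17 higher, smallest adjusted p = 0.349 with an estimated correlation). The muscle atrophy list passed as higher in 10 compounds and as lower in 1 (member calls 18 higher, in the list alone 1 lower and 25 higher, smallest adjusted p = 0.307 with an estimated correlation). The immediate early list passed as higher in 2 compounds and as lower in 15 (member calls 16 lower, in the list alone 21 lower and 6 higher, smallest adjusted p = 0.407 with an estimated correlation). Of 672 tests, 278 passed, and 208 of these passed in the same direction with the block.

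Among lists of metabolism, the oxidative phosphorylation list passed as higher in 9 compounds and as lower in 5 (member calls 12 lower and 1 higher, in the list alone 12 lower and 1 higher, smallest adjusted p = 0.415 with an estimated correlation). The glycolysis and glycogen list passed as lower in 5 compounds (member calls 9 lower, in the list alone 10 lower, smallest adjusted p = 0.681 with an estimated correlation). The sterol biosynthesis list passed as lower in 10 compounds (member calls 14 lower, in the list alone 22 lower, smallest adjusted p = 0.307 with an estimated correlation). The lipogenesis list passed as higher in 1 compound and as lower in 5 (member calls 3 lower and 1 higher, in the list alone 3 lower and 2 higher, smallest adjusted p = 0.628 with an estimated correlation). The xenobiotic metabolism list passed as higher in 7 compounds (member calls 5 higher, in the list alone 10 higher, smallest adjusted p = 0.307 with an estimated correlation). For protein synthesis and turnover, the proteasome list passed as higher in 6 compounds and as lower in 2 (member calls 2 lower and 26 higher, in the list alone 4 lower and 26 higher, smallest adjusted p = 0.321 with an estimated correlation), with 26 of the higher calls in Dicyclomine. The cytosolic ribosome list passed as higher in 2 compounds and as lower in 12 (member calls 1 lower, in the list alone 1 lower, smallest adjusted p = 0.624 with an estimated correlation). The heat shock list passed as lower in 7 compounds (member calls 10 lower and 1 higher, in the list alone 14 lower and 1 higher, smallest adjusted p = 0.320 with an estimated correlation). The integrated stress response list passed as lower in 8 compounds (member calls 16 lower, in the list alone 17 lower, smallest adjusted p = 0.307 with an estimated correlation). The list of antioxidant targets of the factor Nrf2 passed as higher in 5 compounds (member calls 5 higher, in the list alone 8 higher, smallest adjusted p = 0.324 with an estimated correlation), with 5 of the higher calls in Dicyclomine.

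The myogenesis list passed as lower in 8 compounds (member calls 4 lower, in the list alone 10 lower, smallest adjusted p = 0.320 with an estimated correlation). The denervation list passed as higher in 1 compound and as lower in 2 (member calls 1 lower, in the list alone 1 lower and 1 higher, smallest adjusted p = 0.624 with an estimated correlation). The slow fibre list passed as higher in 3 compounds and as lower in 1, with medians from -1.40 to 1.71 (log2). With the block 2 of 4 did likewise (member calls 0, in the list alone 0, smallest adjusted p = 0.608 with an estimated correlation). The fast fibre list passed as higher in 1 compound, likewise with the block in 0 of 1 (member calls 0, in the list alone 0, smallest adjusted p = 0.674 with an estimated correlation). The circadian clock list passed as higher in 2 compounds (member calls 1 lower and 7 higher, in the list alone 2 lower and 12 higher, smallest adjusted p = 0.607 with an estimated correlation). Its members change in opposite directions, and in Losartan Per1, Per2 and Per3 rose by 1.71, 0.85 and 0.85. The interferon list passed as higher in 1 compound and as lower in 8, likewise with the block in 8 of 9 (member calls 0, in the list alone 2 lower, smallest adjusted p = 0.582 with an estimated correlation). The p53 and DNA damage list passed in 0 compounds (camera, smallest adjusted p = 0.235, and smallest adjusted p = 0.687 with an estimated correlation).

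Markers of other cells and tissues were tested in the same way. The smooth muscle list passed as lower in 9 compounds (member calls 19 lower, in the list alone 27 lower, smallest adjusted p = 0.307 with an estimated correlation). Of these, 8 were compounds with no control in their batches, where the median was -0.51 against vehicle and -0.017 against the other compounds. The endothelial list passed as lower in 9 compounds (member calls 14 lower, in the list alone 24 lower and 1 higher, smallest adjusted p = 0.510 with an estimated correlation). The macrophage and neutrophil list passed as lower in 10 compounds (member calls 6 lower, in the list alone 7 lower and 1 higher, smallest adjusted p = 0.557 with an estimated correlation). The lymphocyte list passed as higher in 5 compounds and as lower in 4, likewise with the block in 3 of 9 (member calls 0, in the list alone 0, smallest adjusted p = 0.307 with an estimated correlation). The adipocyte list passed as higher in 2 compounds and as lower in 3, likewise with the block in 5 of 5 (member calls 0, in the list alone 1 lower, smallest adjusted p = 0.557 with an estimated correlation). The red blood cell list passed as lower in 8 compounds (member calls 5 lower, in the list alone 10 lower, smallest adjusted p = 0.307 with an estimated correlation). The Schwann cell and nerve list passed as higher in 1 compound and as lower in 5, likewise with the block in 4 of 6 (member calls 0, in the list alone 1 lower, smallest adjusted p = 0.482 with an estimated correlation). The heart list passed as higher in 1 compound, likewise with the block in 1 of 1 (member calls 0, in the list alone 0, smallest adjusted p = 0.681 with an estimated correlation). The liver and kidney list passed as higher in 6 compounds and as lower in 9, likewise with the block in 11 of 15 (member calls 0, in the list alone 2 higher, smallest adjusted p = 0.482 with an estimated correlation).

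**Figure D5:**
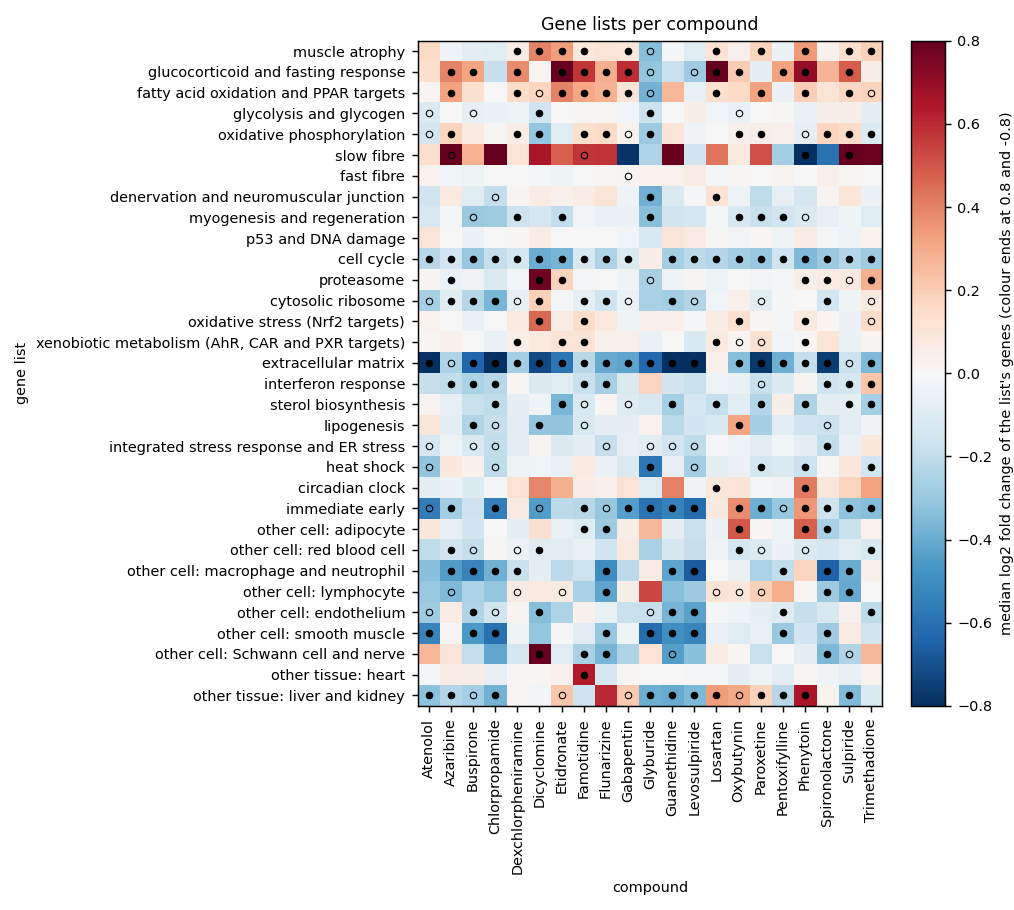
Median log2 fold change of each gene list (colour, y axis, lists) in each compound (x axis), with a circle where the list passed and a filled circle where it also passed in the same direction with extraction batch as a block. The cell cycle line has circles in 20 compounds, all in the colour of lower values.

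Whether the change differed between 3 d and 5 d was asked with the interaction of time and treatment. Arg2, an arginase, had effects under Dicyclomine of -0.05 at 3 d and 4.39 at 5 d (difference 4.44 ± 0.40, SE, adjusted p = 2.57e-06, n = 2 per time against 9). For P2rx5 and Bid the change was higher at 5 d than at 3 d, by 2.87 ± 0.32 and 2.59 ± 0.34, and for Pdk4, Aqp4 and LOC102553868 it was lower, with differences of -4.66 ± 0.71, -3.41 ± 0.65 and -3.23 ± 0.58. In Etidronate, Chpt1 differed by 0.86 ± 0.14, Mt2A by -2.94 ± 0.49 with effects of 3.84 at 3 d and 0.90 at 5 d, LOC100912629 by -1.93 ± 0.33 and Acvr2b by -1.48 ± 0.24. Dgkd and Map3k6 differed in Dexchlorpheniramine by 0.94 ± 0.13 and -1.16 ± 0.17, Coq10b in Oxybutynin by 2.03 ± 0.26 and Pim3 in Phenytoin by -1.60 ± 0.19. None of these genes of Etidronate, Dexchlorpheniramine, Oxybutynin and Phenytoin was called with the block, where Chpt1, Mt2A, LOC100912629 and Acvr2b differed by 0.85, -2.75, -1.82 and -1.45, Dgkd and Map3k6 by 1.06 and -1.18, Coq10b by 1.87 and Pim3 by -1.57, with adjusted p values from 0.0206 (Pim3) to 1.000 (Coq10b). Over all compounds 197 genes were called, 185 of them in Dicyclomine (152 with a higher and 33 with a lower value at 5 d). With the block 424 were called, 309 of them in Glyburide and 108 in Dicyclomine, 84 of the latter in both fits. The total was 77 without the Dicyclomine 3 d replicate 2 and 428 without the Etidronate 3 d replicate 3.

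The controls gave the background of time and vehicle. Between 5 d and 3 d, between CMC and Water, and between CMC/SDS/Povidone and CMC at 5 d, limma called 0, 0 and 0 genes. At an unadjusted p under 0.05 there were 455, 1025 and 818, and the methods' t-test called 0 in each. The smallest adjusted p values were 0.480, 0.657 and 0.440. With the block, 0 genes were called in each of the 3.

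Pairs of related compounds were compared directly. Correlations of their log2 fold changes against vehicle are across genes, which are not independent replicates. Sulpiride is the racemate of which Levosulpiride is the S-enantiomer, and they were given at 1000 and 1200 mg/kg. Nr4a3 was higher in Sulpiride by 4.00 ± 0.48 (log2, SE, adjusted p = 0.000164), Fmod and Tnmd, genes of tendon, by 3.65 ± 0.55 and 3.09 ± 0.60, and Sumf2, Dnmt3a and Cst7 lower, at -2.01 ± 0.12, -1.41 ± 0.14 and -1.39 ± 0.18 (n = 6 against 6). In all 748 genes differed, 541 higher in Sulpiride, but the compounds shared no extraction batch. With the block, limma called 0 genes, the methods' t-test without it 447, and Nr4a3, Fmod, Tnmd, Sumf2, Dnmt3a and Cst7 differed by 3.34, 2.67, 2.34, -0.17, 0.059 and -0.72. Against vehicle they shared 2 genes called higher and 1 lower, where independent lists would share 0.484 and 0.0354. Their fold changes correlated at 0.348, with a mean of 0.367 and a highest of 0.731 for simulated unchanged groups and 0.107 with the controls divided, and the covariance was 0.0235, with 0.00856 (highest 0.0222) simulated and 0.0104 divided. Chlorpropamide at 269 mg/kg and Glyburide at 1500 mg/kg, both sulfonylureas, differed in 0 genes (limma), with 605 at an unadjusted p under 0.05, 0 by the methods' t-test and 1 with the block, and the median 95% interval reached 0.41 (log2) to either side. They shared 75 genes called higher and 160 lower, where independent lists would share 2.33 and 7.54. Their fold changes correlated at 0.747, with a mean of 0.308 and a highest of 0.585 for simulated unchanged groups and 0.317 with the controls divided, and the covariance was 0.0926, with 0.00777 (highest 0.0256) simulated and 0.0527 divided. Both lay mostly in batch D with no CMC control, which neither the independent lists nor the simulated groups take into account. With the block the correlation was 0.584, and each compound had 4 called genes.

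Dicyclomine and Oxybutynin, antimuscarinic esters, were given at 645 and 230 mg/kg. Hoxd8 and Hoxd10, transcription factors of limb position, were higher in Dicyclomine by 2.22 ± 0.26 and 2.18 ± 0.26, and Dbp by 1.90 ± 0.15 (log2, SE, n = 4 against 6). G0s2, Fmod and Tnmd were lower in Dicyclomine, at -3.39 ± 0.37, -3.23 ± 0.34 and -3.05 ± 0.29. In all 33 genes differed, 6 higher, with no shared batch, and 98 with the block (9 in both), where Hoxd8, Hoxd10, Dbp and G0s2 differed by 2.47, 2.58, 1.79 and -4.05, and Fmod and Tnmd by -1.99 ± 1.03 (unadjusted p = 0.0557) and -1.48 ± 1.06 (unadjusted p = 0.162). Against vehicle they shared 4 genes called higher and 5 lower, against 0.173 and 0.165 for independent lists. Their fold changes correlated at 0.279 (mean 0.270 and highest 0.665 simulated, 0.163 with divided controls). The covariance was 0.0170 (0.00670 and highest 0.0246 simulated, 0.0107 divided). The count was 514 without the Dicyclomine 3 d replicate 2 and 4 without the Oxybutynin 5 d replicate 1. Phenytoin and Trimethadione, anticonvulsants with a ring of imide type, were given at 572 and 535 mg/kg. They differed in 0 genes (limma), with 965 at an unadjusted p under 0.05, 0 by the methods' t-test, 1 with the block and 6 without the Phenytoin 5 d replicate 3, and the median 95% interval reached 0.27 to either side. They shared 10 genes called higher and 7 lower, against 0.0542 and 0.0485 for independent lists. Independent lists set no chance level for any pair, since its controls were shared. Their fold changes correlated at 0.480 (mean 0.215 and highest 0.711 simulated, 0.408 with divided controls). The covariance was 0.0240 (0.00491 and highest 0.0248 simulated, 0.0216 divided).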

Values the study reported

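Across the tissues of the whole resource, the study reported that the first and second principal components explained 46.3% and 26.1% of the variance. In an analysis of the liver samples, it counted 2,745 transcripts, or about 24%, as significantly changed by at least 5 compounds relative to matched controls, at a false discovery rate of 0.01 or less and a fold change of 1.5 or more.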

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

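The test of RNA degradation, the comparisons within studies and the 5 measures compared between single control arrays were chosen only after the results were seen, and the clock score was defined from genes already seen to recur.

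In the compounds extracted apart from their vehicle controls, 3307 calls were made in all. Atenolol, Chlorpropamide and Glyburide hold the 3 arrays with a high Gapdh 3' minus 5' difference. Without these their calls went from 1781 to 1698 in sum (738, 456 and 504), and 73.3% of the genes were called again. This met neither the limit set for a cause nor that set against it. With that difference as a covariate the counts went from 747 to 709 in Atenolol, 451 to 457 in Chlorpropamide, 583 to 416 in Glyburide, 667 to 525 in Guanethidine and 778 to 320 in Levosulpiride, so RNA degradation stays open. A difference between extraction batches may account for part of the calls. Over 1493 genes called in the 5 compounds mostly in batch D, the batch D arrays of 5 compounds with arrays in other batches too lay on the same side by a mean of 0.281 (log2), with 0.0777 in Guanethidine, 0.271 in Chlorpropamide, 0.304 in Spironolactone, 0.307 in Buspirone and 0.444 in Oxybutynin, against a mean absolute change of 0.664. Guanethidine and Chlorpropamide also supplied these genes. Each of the 5 differences has 1 array on one side. An effect of the compounds or of their studies stays open, untested, because no CMC control was extracted or dosed with them.

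Per3 and Nr1d2 were called higher in 14 compounds each, and Bmal1 and Nfil3 lower in 10 and 8. The clock score, no separate test of these genes, was above that of controls at a permutation p under 0.05 in 20, by a median of 1.14. Extraction batch as the whole cause was argued against, since 16 of these 20 compounds kept their sign and such a p with the block. It stays open for those with no vehicle control in their batches. The hour of tissue collection cannot be told apart from an effect of the compounds, as no hour was given per animal. The SD of controls of 1 vehicle and time was 0.242 of the median shift, between the limits set. The study stays open too. Against vehicle controls of their study the score differed by 0.12 in Dexchlorpheniramine, 2.10 in Dicyclomine and 2.17 in Trimethadione. The last 2 shared 4 controls, 1 of them at 3 d, with the Water 5 d replicates 4 and 9, which stand apart below. Other compounds had 1 such control or none. An effect of the compounds on the clock, or on feeding, may also account for the calls, untested.

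The glucocorticoid and fasting list passed as higher in 12 compounds. Chance values of the shared controls as the whole cause were argued against, since 100% of these compounds passed with each of 2 parts of the controls. Extraction batch as the whole cause was argued against too, since 100% passed with the block. It stays open for Buspirone, Flunarizine and Pentoxifylline, whose medians were 0.32, 0.29 and 0.32 against vehicle and 0.027, 0.046 and 0.10 against other compounds of their batches. Handling, illness, lower food intake, the study or a direct effect of the compounds may each account for it, and none was tested. The list passed in 2 compounds with an estimated correlation, so variation shared by its genes between animals stays open.

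Single control arrays stood apart from the others of their group, in 7 of 25 tests, where chance gives about 1 in 20. The mean correlation with the other arrays was 0.960 for the CMC control 3 d replicate 7, with 0.977 for the nearest array of its group, 0.938 (0.978) for the CMC control 5 d replicate 2 and 0.937 (0.972) for the Water control 5 d replicate 4. The mean of the slow fibre genes was 7.87 (log2) in the CMC/SDS/Povidone control 5 d replicate 1 and 11.27 in the nearest array. Controls of other groups lay as low, with 7.32 in the CMC control 5 d replicate 5. That of adipocyte markers was 7.52 in the Water control 3 d replicate 1 (7.10 in the nearest) and 8.36 in the Water control 5 d replicate 9 (7.59). The clock score of the Water control 3 d replicate 2 was 0.11, with -0.32 in the nearest array.

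The change of 185 genes under Dicyclomine, 8 under Etidronate, 2 under Dexchlorpheniramine, 1 under Oxybutynin and 1 under Phenytoin differed between 5 d and 3 d by the interaction test, of which 84, 0, 0, 0 and 0 were also called with the block. Outside the genes tested, 173 of 10216 probe sets without a single gene name were called in 5 or more compounds, or 1.69% of them, against 3.51% of probe sets with 1 gene.

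Other splits of the same arrays were drawn, 100 per result with the real one included. For all compounds but Famotidine, Dexchlorpheniramine and Spironolactone, 1 split, the real one, gave as many called genes. Chance can be excluded for them at that number of splits. The splits exchanged arrays across extraction batches and studies, so they rule out neither, and with the block the count was 1 for Levosulpiride and 5 for Atenolol. The highest of the other splits was 59 genes for Dicyclomine (real 802), 9 for Glyburide (real 583), 1 for Azaribine, Levosulpiride and Sulpiride and 0 for the rest of them. For Famotidine 2 splits gave as many as its 1 gene, with a highest of 2. For Dexchlorpheniramine, Spironolactone and the 3 comparisons of controls the real count was 0, which all 100 splits reach by construction, so the splits say nothing about chance there, with highest counts of 0, 1, 0 (times), 2 (CMC and Water) and 1 (CMC/SDS/Povidone and CMC). Likewise chance was argued against for Sulpiride and Levosulpiride (real 748, highest other 0) and Dicyclomine and Oxybutynin (real 33, highest other 2). These splits also parted extraction batches, and with the block the counts were 0 and 98. Splits say nothing about chance for pairs with 0 genes (100 each), with highest counts 0 (Chlorpropamide and Glyburide) and 1 (Phenytoin and Trimethadione). Of the exchanges of times, 34 of 100 gave as many interaction genes in all as the real 197, with a highest of 408, so chance cannot be excluded for them.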

How the results depend on the processing

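The fits without the 3 arrays of high Gapdh 3' minus 5' difference and the 2 kinds of fits by study were chosen only after the data had been seen, and the former gave 214 genes called in 5 or more compounds. The counts below moved by more than 1.5 times from those in the report, and the cause was not tested. Fits within batches and against other compounds also used fewer or other arrays, and the fit over all probe sets tested more of them. Within batches Azaribine had 1 treated array, and in its study Sulpiride had 1 control, so each such count rests on an arm of 1 array. With extraction batch as a fixed block, the counts were Chlorpropamide against Glyburide 1, Dicyclomine against Oxybutynin 98, Phenytoin against Trimethadione 1, Sulpiride against Levosulpiride 0, 36 genes called in 5 or more compounds, 1606 calls over all compounds, Atenolol 5, Buspirone 18, Chlorpropamide 4, Famotidine 24, Flunarizine 0, Glyburide 4, Guanethidine 47, Levosulpiride 1, Oxybutynin 26, Paroxetine 49, Pentoxifylline 0, Phenytoin 134, Spironolactone 80 and 424 interaction genes. With it as a random block, the count was Pentoxifylline 1. Within batches holding treated and control arrays, the counts were Azaribine 0, Dexchlorpheniramine 1, Dicyclomine 0, Etidronate 142, Famotidine 0, Gabapentin 38, Oxybutynin 0, Paroxetine 1, Phenytoin 0, Spironolactone 2, Sulpiride 0 and Trimethadione 2. Against other compounds of the same batches, the counts were Atenolol 0, Buspirone 0, Chlorpropamide 0, Flunarizine 1, Glyburide 0, Guanethidine 15, Levosulpiride 0 and Pentoxifylline 0. With hybridization period as a block, the counts were Buspirone 22, Chlorpropamide 7, Famotidine 3, Flunarizine 0, Guanethidine 9 and Pentoxifylline 1. In 1 fit of all arrays without batch, the counts were 369 genes called in 5 or more compounds, Atenolol 1127, Azaribine 10, Buspirone 168, Chlorpropamide 720, Dexchlorpheniramine 1, Famotidine 30, Glyburide 1341, Phenytoin 92, Spironolactone 36 and Sulpiride 60. Over genes above the median level, the counts were 180 passing gene lists, Buspirone 41, Famotidine 2 and Pentoxifylline 1. Over all probe sets, the counts were 682 genes called in 5 or more compounds, 8822 calls over all compounds, Atenolol 1585, Buspirone 272, Chlorpropamide 1014, Flunarizine 140, Glyburide 1413, Guanethidine 1251, Levosulpiride 1526, Pentoxifylline 46 and Spironolactone 3. By the methods' t-test, the counts were 148 genes called in 5 or more compounds, Azaribine 2, Buspirone 8, Gabapentin 40, Paroxetine 55, Pentoxifylline 0, Phenytoin 28 and Sulpiride 4. With the Gapdh 3' minus 5' difference as a covariate, the counts were 124 genes called in 5 or more compounds, Buspirone 26, Flunarizine 2, Levosulpiride 320, Pentoxifylline 0 and Phenytoin 71. With divided controls, the count was 30 genes called in 5 or more compounds. With an estimated correlation, the count was 2 passing gene lists. With study as a random block, the counts were Azaribine 2, Buspirone 110, Glyburide 1017, Phenytoin 85 and Sulpiride 10. Against controls of the same study, the counts were Dicyclomine 0, Sulpiride 15 and Trimethadione 1. Of the settings that kept all counts within 1.5 times, quantile normalization again gave 240 genes called in 5 or more compounds. Study as a random block gave 274 such genes, but cannot separate study from compound where the study held no control of that vehicle.

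With each array left out in turn, the counts ran over these ranges: Dicyclomine against Oxybutynin 4 to 514, Phenytoin against Trimethadione 0 to 6, Atenolol 468 to 851, Azaribine 2 to 9, Buspirone 1 to 85, Chlorpropamide 262 to 523, Dexchlorpheniramine 0 to 1, Dicyclomine 430 to 1217, Etidronate 220 to 427, Famotidine 1 to 6, Flunarizine 8 to 22, Gabapentin 29 to 83, Glyburide 331 to 774, Oxybutynin 5 to 21, Paroxetine 27 to 162, Pentoxifylline 0 to 7, Phenytoin 6 to 80, Spironolactone 0 to 11, Sulpiride 4 to 53, Trimethadione 31 to 99 and interaction genes 77 to 428. Where an arm kept 1 array at a time, that array was assumed to vary like the other groups. For gene lists the number passing ran from 271 to 285, and for genes called in 5 or more compounds from 172 to 258.

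Over the 275 named changes and their lists, 8943 values were computed under alternatives, of which 7871 kept their direction and side of the threshold, 1007 no longer passed it, 43 newly passed it and 22 turned direction. Another probe set turned 14. It gave 0.32, 0.044 and 0.39 for C8h11orf54 in Atenolol, Chlorpropamide and Guanethidine, and 0.10 and 0.028 for Sox4 in Etidronate and Losartan. Others were -0.26 for Crot in Levosulpiride, 0.053 for Gatm and 0.0050 for Nid1 in Etidronate, and -0.059 for Per2 in Guanethidine. For Per3 it gave -0.022, -0.19, -0.032, -0.079 and -0.023 in Flunarizine, Glyburide, Guanethidine, Levosulpiride and Losartan. Against other compounds of the same batches 5 of 67 were kept. Those that turned were 0.0020 for C8h11orf54 and 0.15 for Mfap4 in Guanethidine and -0.20 for Per3 in Levosulpiride. Over genes above the median level the cell cycle list turned in Dicyclomine (camera adjusted p = 0.903) and Trimethadione (0.822). Slc25a37 in Dicyclomine gave 0.025 without the 3 d replicate 2 and -0.13 without the 5 d replicate 2. Against controls of the same study it gave 0.058, and Slc4a1 in Trimethadione 0.038. The cause of these turns was not tested.

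No paired analysis was possible because the labels tie no treated animal to a single control animal. Study codes group them, and gave a comparison within the study for 4 compounds. Hybridization period gave no separate value for Atenolol, Glyburide, Levosulpiride, Azaribine and Sulpiride, whose arrays lay in 1 period each, and comparisons within batches gave none for the 8 compounds without controls there. The number of arrays and the unknown signal over background limit the calls.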

Other observations

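The genes named in the next paragraph were chosen only after their values were seen.

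Over the 13 compounds with vehicle controls in their batches, 22 genes were called in 5 or more. Chac1, which degrades glutathione, Pim3, a kinase, and Klf15, a transcription factor of fasting muscle, rose in 6 compounds each, and with the block in 5, 5 and 5. Ccnd1, a cyclin that drives entry into the cell cycle, and Pwwp3b fell in 6 each, and with the block in 4 each. Pde4d, a phosphodiesterase that degrades cyclic AMP, Bcat2, which starts the breakdown of branched-chain amino acids, Abhd14a, Adhfe1 and Rhobtb1 rose in 5 each, and with the block in 3, 3, 6, 6 and 4. Arrdc3 rose in 3 and fell in 3, and with the block was called in 2.

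The share of genes called in 5 or more compounds here was 1.64%, over 21 compounds in muscle. That is lower than the share quoted from the study above, which was counted in liver, not muscle, and over more compounds.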
